A study of Homo sapiens with 4 samples. Its data were reported in "Transcriptional and epigenetic characterization of a new in vitro platform to model the formation of human pharyngeal endoderm" (2024).

How the data were processed

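Droplet single-cell RNA-Seq of H9 cells was analysed for 4 libraries, 1 for each of the groups PE (d5 +RA), AFE (d5 -RA), AFE (d3) and DE (d2), grouped by the sample titles. DE was made by 24 hours in 1 induction medium and 24 hours in another, AFE by adding 1 uM A-83-01 and 250 nM DM3189, inhibitors of TGF-beta and BMP signalling, and PE by also adding 200 nM retinoic acid. Another batch of the study, with undifferentiated, DE and PE cells, was not analysed here.

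The authors deposited UMI counts per feature row and barcode column, before any filter on barcodes, and every entry was a whole number. The submitters' processing notes and the study's methods name Cell Ranger 2.0 and the hg19 genome, while the headers of the deposited count files name Cell Ranger 7.1.0. The build and annotation behind the 36601 feature rows are therefore uncertain, and no coordinates are given. The number of barcode columns, 2349082 to 2600568 per library, also exceeds the barcode list of the chemistry version the labels name. The files used here came with no list of features or barcodes. Row order was not used to guess gene names, so the planned gene lists, cell type markers, cell cycle phases and the study's filter on mitochondrial counts could not be used.

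Cells were kept by the rest of the study's filter: at least 13000 UMIs for DE (d2), 10000 for AFE (d3), 10000 for AFE (d5 -RA) and 15000 for PE (d5 +RA), and 2500 to 9000 features. The kept cells held 182798806, 172147654, 167513952 and 149784511 UMIs in that order. The study took cells with over 9000 genes as doublets, and the same limit was used here. It left out 37 barcodes in DE (d2), 49 in AFE (d3), 34 in AFE (d5 -RA) and 118 in PE (d5 +RA). Doublets with fewer features may remain among the kept cells. Scrublet with an expected rate of 8% called 5, 0, 3 and 5 cells, under 0.1% of each library, which was taken as too few for its calls to be used. Why it called so few was not tested.

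Counts of the kept cells were summed per library and divided by their total to give CPM. With 1 library per group no test was made between groups. A size rule was used instead: a ratio of at least 4 and at least 10 CPM in the higher library, with a floor of 3 counts per library where a library had 0 counts. Ratios have exact conditional intervals and shares of cells exact Clopper-Pearson intervals, all at 95%. Comparisons were made in full for 4 pairs of libraries, with counts of features 4-fold apart and similarity for all 6. The features singled out were the 2 with the highest and the 2 with the lowest ratio in each of the 4 pairs. Only features with at least 20 CPM in the higher library and at least 2-fold apart were ranked. Row numbers, counted from 1, are printed for PE against AFE (d5 -RA), and other pairs are described by values. The groups of features by time course were defined after the data were seen.

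Clustering used these steps of the study: scaling to 100000 per cell, log1p, highly variable features (mean 0.0125 to 5, dispersion at least 0.5, features in at least 10 cells), regression on total counts, scaling capped at 10, principal components, a neighbour graph and Leiden at resolution 0.4. The numbers of 50 components and 15 neighbours were chosen here. The batch correction step was left out, since all libraries are of 1 batch. The study's removal of ribosomal genes and regression on the mitochondrial share were left out as well, since rows have no names, and 3977 features were used. To compare libraries of different depth, each cell was thinned to 10000 UMIs, which left out 0 cells in each library. Regression on totals has no effect on thinned cells and was skipped there. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, scikit-learn 1.9.0, umap-learn 0.5.12, leidenalg 0.10.2 and matplotlib 3.10.9 were used.

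The size rule was checked on simulated counts for PE against AFE (d5 -RA), with 200 features changed. It called 50 of 50 features raised 6-fold, 50 of 50 raised 8-fold and 50 of 50 lowered 6-fold, 0 of 50 raised 2-fold, and 0 of 9652 unchanged features. When 200 AFE (d5 -RA) cells were mixed with 1800 PE cells, clustering at resolution 0.2 put 196 of the 200 in a cluster with 2 PE cells. Alternatives fixed before the data were examined changed the UMI minimum, the barcodes used, the scaling, the CPM and fold limits, the offset of the log, the clustering settings and the depth of thinning. Leaving out the 8% of cells with the most UMIs in each library and other random seeds for the joint clustering were added after the data were seen. The set of features over which the day 5 lists were compared, and the share of cells that free RNA would give a UMI, were also chosen after the data were seen.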

Results

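Single-cell RNA-Seq was performed on H9 cells, an established human embryonic stem cell line, during differentiation toward pharyngeal endoderm, the inner lining of the embryonic pharynx. There were 4 libraries, 1 per group: definitive endoderm on day 2, called DE (d2), anterior foregut endoderm on day 3, called AFE (d3), anterior foregut endoderm on day 5 without retinoic acid, called AFE (d5 -RA), and pharyngeal endoderm on day 5 after 200 nM retinoic acid, called PE (d5 +RA). Each library was a droplet library for which 20000 cells were loaded with a target of 10000. The matrices held 218867355 UMIs for DE (d2), 199669804 for AFE (d3), 239322244 for AFE (d5 -RA) and 214533437 for PE (d5 +RA). Each had 36601 feature rows, and the files used here do not pair the rows with gene names, so features are described by their levels and no gene is named. With 1 library per group analysed here there was no replicate check on any difference between groups, and each difference is also a difference between 2 libraries. Intervals of ratios and shares below are exact 95% intervals and cover counting error only. Intervals of the median correlation between cells rest on 5000 random pairs of cells.

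After the study's filter on UMIs and features, 8146 DE (d2), 9219 AFE (d3), 9314 AFE (d5 -RA) and 6194 PE (d5 +RA) cells were kept. The median cell had 18787, 15836, 15865 and 21804.5 UMIs in the same order, and 5303, 5312, 5149 and 6104 detected features. Among barcodes with at least 1000 UMIs, the kept share was 73.2% in DE (d2) (interval 72.4 to 74.0%), 78.2% in AFE (d3) (77.4 to 78.9%), 50.3% in AFE (d5 -RA) (49.6 to 51.0%) and 58.4% in PE (d5 +RA) (57.4 to 59.3%). Each library had its own UMI minimum, and a common minimum turned the order of DE (d2) and AFE (d3). The shares were 60.3, 44.2, 28.2 and 58.4% at 15000 UMIs and 83.6, 78.2, 50.3 and 71.3% at 10000 UMIs. The order of AFE (d3) and PE (d5 +RA) was turned as well at 15000 UMIs, but not at 10000 UMIs. Near-empty droplets centred at 453 UMIs in AFE (d5 -RA) and at 355 in PE (d5 +RA), against 114 in DE (d2) and 90 in AFE (d3). Barcodes with 1000 to 2000 UMIs numbered 3146 in AFE (d5 -RA), 990 in PE, 480 in AFE (d3) and 302 in DE (d2). In each library their profile lay nearer to the near-empty droplets than to the kept cells. In AFE (d5 -RA) the root mean square log2 distances were 0.268 and 0.660. The kept share counts these barcodes, so it is not a share of cells.

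The comparison of PE (d5 +RA) with AFE (d5 -RA) addresses the effect of retinoic acid in cells of the same age. Features with at least 4-fold more summed CPM in PE numbered 196, and 193 had at least 4-fold less, out of 10343 features with at least 10 CPM in either library. The features higher in PE took 2.39% of its UMIs and 0.330% of those of AFE (d5 -RA). The lower ones took 0.249% in PE and 2.41% in AFE (d5 -RA). Of the features compared, 90.4% lay within 2-fold.

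The features higher in PE fell into several time courses. For 78 of the 196, PE was at least 4-fold above all 3 other libraries, and together these went from 0.0331% of UMIs in DE (d2), 0.0622% in AFE (d3) and 0.0668% in AFE (d5 -RA) to 0.836% in PE. For 52 of the 196, AFE (d3) was at least 4-fold above AFE (d5 -RA), and these took 0.334% of UMIs in AFE (d3), 0.0387% in AFE (d5 -RA) and 0.410% in PE. PE lay within 2-fold of AFE (d3) for 42 of the 196. Of the 193 features lower in PE, 102 were at least 4-fold higher in AFE (d5 -RA) than in all 3 other libraries, and 65 lay within 2-fold of AFE (d3) in PE. Some of the lower features had been present before. AFE (d3) was at least 4-fold above PE for 59 of the 193, DE (d2) for 39, and both for 22. These may include some of the 102.

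The features farthest apart were close to absent from 1 of the 2 day 5 libraries. Row 13297 had 166 CPM in PE and 2 counts in AFE (d5 -RA), a ratio of 13866 (interval 3838 to 114503). Over all barcodes its log2 ratio was 13.03, against 13.76 in kept cells. Row 13296 had 97.2 CPM in PE and 0 counts in AFE (d5 -RA), which makes it at least 5426-fold higher with 0 counts set at the floor of 3 counts, and the exact interval started at 4412. Both were nearly absent earlier too, with 1 count each of row 13297 in DE (d2) and AFE (d3) and 0 counts of row 13296. Rows 13296 and 13297 are adjacent, and adjacent rows may share reads of overlapping features. They may therefore not be 2 separate signals, which was not tested. In the other direction, row 12501 had 118 CPM in AFE (d5 -RA) and 12 counts in PE, a ratio of 1477 (interval 845 to 2859). Row 32058 had 26.9 CPM in AFE (d5 -RA) and 0 counts in PE, at least 1343-fold lower in PE at the same floor, with an exact interval that started at 1092.

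With all cells thinned to 10000 UMIs, row 13297 had a UMI in 66.8% of PE cells (interval 65.6 to 67.9%) and in 1 of 9314 AFE (d5 -RA) cells, and the unthinned share in PE was 85.3%. Row 13296 was found in 57.0% of thinned PE cells (55.8 to 58.2%), 79.8% unthinned, and in 0 of 9314 AFE (d5 -RA) cells, which allows a share of cells with a UMI of up to 0.0322% at the floor of 3 cells and 0.0396% by the exact interval. Row 12501 was found in 55.8% of AFE (d5 -RA) cells (54.8 to 56.8%), 67.4% unthinned, and in 0.0484% of PE cells. Row 32058 was found in 17.1% of AFE (d5 -RA) cells (16.3 to 17.9%), 24.9% unthinned, and in 0 of 6194 PE cells, which allows up to 0.0484% at the floor and 0.0595% by the exact interval. The 4 rows were also present in the near-empty droplets of the library that held them, at 179, 94.6, 152 and 48.3 CPM in the order given. If each cell's droplet held the free RNA of a near-empty droplet and no other UMI of the row, 2.84, 1.51, 4.21 and 1.37% of its thinned cells would have a UMI.

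**Figure D1:**
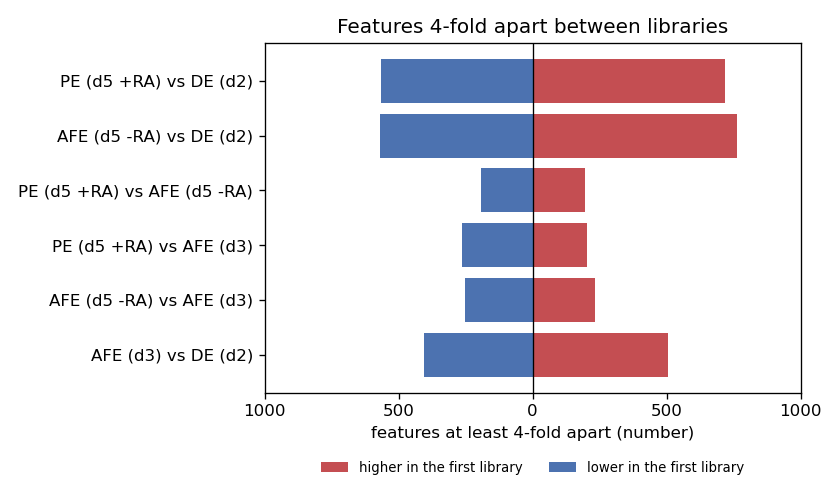
Number of features at least 4-fold apart for each of the 6 pairs of libraries, to the right for features higher and to the left for features lower in the library named first. The fewest were between PE (d5 +RA) and AFE (d5 -RA), 196 higher and 193 lower, and the most between AFE (d5 -RA) and DE (d2), 761 higher and 570 lower, a split that turned to 626 higher and 690 lower with median-of-ratios scaling.

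AFE (d3) against DE (d2) addresses the step from definitive endoderm to anterior foregut. In AFE (d3), 503 features were at least 4-fold higher and 407 at least 4-fold lower than in DE (d2). The lower ones took 5.82% of UMIs in DE (d2) and 0.567% in AFE (d3). Of the 407, 305 were also at least 4-fold below DE (d2) in both day 5 libraries, and together they fell from 4.68% of UMIs in DE (d2) to 0.364% in AFE (d3), 0.264% in AFE (d5 -RA) and 0.235% in PE. Of the 503 higher features, 272 were at least 4-fold above DE (d2) in both day 5 libraries, while 33 were back within 2-fold of DE (d2) in both. The feature with the largest fall took 4759 CPM in DE (d2) and 1.55 CPM in AFE (d3), a ratio of 3068 (interval 2722 to 3473). Its log2 ratio was -11.58 in kept cells and -10.86 over all barcodes. The split between higher and lower depended on the scaling, as the median log2 ratio of the features compared was 0.20 and median-of-ratios scaling moved it to -0.02, with 400 features then higher and 497 lower.

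Between AFE (d3) and AFE (d5 -RA), which addresses the change with time without retinoic acid, 231 features were at least 4-fold higher on day 5 and 251 at least 4-fold lower. Rows 12501 and 32058, which had the largest ratios of AFE (d5 -RA) to PE among features with at least 20 CPM, also had the largest ratios of AFE (d5 -RA) to AFE (d3) among such features, with 10 and 4 counts in AFE (d3). Against the same AFE (d3) library, PE (d5 +RA) had 203 features higher and 263 lower. Of the 251 features lower in AFE (d5 -RA) and the 263 lower in PE, 151 were in both lists, where independent lists over the 10818 features with at least 10 CPM in any of the 3 libraries would share 6.10. Of the 231 and 203 higher features, 44 were in both lists, where independent lists would share 4.33. Simulated libraries with no change shared 0, but the size rule called 0 features in them, so this count does not measure what the shared library adds. The covariance of the log2 ratios was 0.551, against 0.000965 in the simulation. The simulated error of the shared library was thus small beside the covariance observed. Pearson's r across features was 0.571, against 0.552 in the simulation. With no change, r comes from the shared library whatever the size of the error. The 2 values of r therefore do not show how much of 0.571 the shared library explains. Over the 10238 features with at least 10 CPM in AFE (d3) or in both day 5 libraries, r was 0.718, against 0.478 in the simulation. This limit removes features raised in 1 day 5 library and keeps those raised in both, so the larger r cannot be read as agreement. The 2 comparisons share 1 library, so part of the excess over independent lists may come from it.

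PE (d5 +RA) against DE (d2) covers the whole course. In PE, 716 features were at least 4-fold higher and 567 at least 4-fold lower. The higher features took 6.16% of UMIs in PE and 0.668% in DE (d2), and the lower ones 0.633% in PE and 7.70% in DE (d2). The feature with the highest ratio had 74872 counts in PE, 1 count in DE (d2) and a UMI in 90.1% of thinned PE cells (interval 89.3 to 90.8%). Free RNA at the level of near-empty droplets would give 8.79% in PE. The feature was found in 0.698% of AFE (d5 -RA) cells (0.539 to 0.889%). The feature with the lowest ratio was the same one that fell most between DE (d2) and AFE (d3), with 38 counts left in PE. Median-of-ratios scaling shifted the log2 ratios of this pair by 0.23 and turned the split to 588 higher and 664 lower.

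Both day 5 libraries were the most similar pair, and the 3 pairs with DE (d2) were the least similar. The Pearson correlation across features of log2(CPM + 1) was 0.979 between PE (d5 +RA) and AFE (d5 -RA), 0.974 between PE and AFE (d3), 0.972 between AFE (d5 -RA) and AFE (d3), and 0.955 between AFE (d3) and DE (d2). It was 0.935 between PE and DE (d2) and 0.931 between AFE (d5 -RA) and DE (d2). Spearman's rho gave 0.972, 0.965, 0.964, 0.952, 0.932 and 0.930 in the same order. Features are not independent replicates. The cells of 1 library, split at random into 2 equal groups, had a Pearson correlation of 0.9996 to 0.9997, a Spearman's rho of 0.986 to 0.989 and 0 features 4-fold apart. By each measure all 6 pairs differed by more than the cells drawn. The random groups come from 1 library, so they cannot show how far 2 libraries of the same group would differ.

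Clustering of the 32873 kept cells by the Leiden method at resolution 0.4 gave 8 clusters, and nearly all cells lay in clusters led by their own library. This held for 8146 of 8146 DE (d2) cells, 99.9% of AFE (d3) cells, 99.6% of AFE (d5 -RA) cells (interval 99.5 to 99.7%) and 99.8% of PE cells (99.7 to 99.9%). At resolution 0.2 each library had 1 main cluster, with 8139 DE (d2), 9204 AFE (d3), 9306 AFE (d5 -RA) and 6183 PE cells. At resolution 0.3 DE (d2) had split, and the largest clusters held 5785, 9203, 9221 and 6183 cells in the same order. At resolution 0.4 PE still had 1 cluster of 6183 of its 6194 cells, while DE (d2) was split into clusters with 5773 and 2373 of its cells, AFE (d5 -RA) into 5741, 3479 and 58, and AFE (d3) into 8445 and 763. At resolution 0.5 PE also split, into 4147 and 2036 cells with median UMIs of 23952 and 18752. The clusters at resolution 0.4 differed in depth as well. Their median UMIs were 17325 and 24491 for DE (d2), 17803, 13688 and 14107 for AFE (d5 -RA), and 16305 and 12089.5 for AFE (d3), in the order given. What set these splits was not tested. With all cells thinned to 10000 UMIs the joint clustering gave 6 clusters, and which libraries were split there was not examined. Whether PE is the last library to split at equal depth is therefore not shown. For its own PE split, the study reported differing genes that were mostly tied to the cell cycle. Since each group is 1 library, a cluster mostly of 1 library may be that library rather than a cell type, and no cluster was named.

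Whether PE cells are more alike than AFE cells of the same age was compared within each library at 10000 UMIs per cell. With 6194 cells of each, PE gave 2, 3, 4 and 6 clusters at resolutions 0.2, 0.3, 0.4 and 0.5, and AFE (d5 -RA) gave 3, 4, 5 and 6. The largest cluster held 67.7, 42.4, 42.2 and 31.5% of PE cells and 61.2, 37.5, 36.3 and 33.7% of AFE (d5 -RA) cells at the same resolutions. At full depth with all kept cells, PE gave 3, 4, 6 and 6 clusters and AFE (d5 -RA) 4, 4, 6 and 8, and the largest held 39.9, 40.9, 35.1 and 26.5% of PE cells and 39.5, 38.7, 35.9 and 27.3% of AFE (d5 -RA) cells. With other random seeds the counts shifted by at most 1, and PE had 4 clusters at resolution 0.3 with seed 4, as many as AFE (d5 -RA). Simulated cells drawn from a single profile gave 1 cluster in both at each resolution. The median correlation over 5000 random pairs of all kept cells was 0.601 in PE (interval 0.600 to 0.601) and 0.598 in AFE (d5 -RA) (0.597 to 0.599), beside 0.605 in AFE (d3) and 0.630 in DE (d2). Simulated identical cells reached 0.631 in PE, 0.630 in AFE (d5 -RA), 0.628 in AFE (d3) and 0.658 in DE (d2). The shortfall from these values was 0.0304, 0.0323, 0.0238 and 0.0279 in that order. It was thus smallest in AFE (d3), although the correlation was highest in DE (d2). The correlations of PE and AFE (d5 -RA) had the opposite order at 5000 UMIs per cell, with 0.516 and 0.520. This was also so for features found in at least 10% of cells, with 0.562 and 0.563.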

Values the study reported

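For the second batch, the study reported 10,919 cells of DE (d2) before quality control and 8133 after it. For AFE (d3) it reported 11,422 cells before and 9219 after. AFE (d5 -RA) went from 16,051 to 9241 cells, and PE (d5 +RA) from 10,059 to 6166. The study also reported 2918 highly variable genes over both batches together.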

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

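These groups come mostly from barcodes under the study's filter, and the tests of free RNA and of damaged cells were chosen after the groups were seen. Barcodes with at least 2000 UMIs were thinned to 2000 UMIs and clustered within each library, and groups in which under 20% of barcodes passed the filter were set against the kept cells of the same library. Groups of under 100 barcodes were not followed up, 1 of 77 in AFE (d5 -RA) with 1012 features higher and 68 lower, where counting error alone gave 21 and 63, and 1 of 21 in PE (d5 +RA).

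In PE (d5 +RA), 1705 of 9621 such barcodes formed a group of which 5.69% passed the filter, with a median of 5891 UMIs against 21804.5 in kept cells. Its summed profile had 81 features at least 4-fold higher and 142 at least 4-fold lower than kept PE cells, where counting error alone gave 0 and 0. Droplets that hold free RNA and no cell are argued against, as the profile lay farther from the near-empty droplets than from the kept cells, by 0.315 in root mean square log2 distance. Cells that had not responded to retinoic acid are argued against too, since over the features 4-fold apart between PE and AFE (d5 -RA) the group's median place was 0.0135 on a line from kept PE cells at 0 to AFE (d5 -RA) cells at 1, with -0.218 for the features higher in PE and 0.116 for the lower ones. The 10 most abundant features took 14.4% of its UMIs and 5.95% of those of kept cells, which damaged cells could show. Such a rise was not special to PE. In barcodes with 2000 to 5000 UMIs the share was 16.0% in DE (d2), 10.9% in AFE (d3), 9.78% in AFE (d5 -RA) and 16.4% in PE. Kept cells had 6.73, 5.77, 5.94 and 5.95% in that order. Without feature names the kind of these features cannot be read, so damage stays open. No biological explanation other than a missing response was tested.

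In DE (d2), a group of 277 barcodes with a median of 3287 UMIs had 748 features at least 4-fold higher and 39 lower than kept cells, and lay nearer to kept cells, at a root mean square log2 distance of 0.694, than to the near-empty droplets, at 0.884. Another DE (d2) group of 143 barcodes had 2 features higher and 2241 lower, where counting error alone gave 4 and 18. Its higher features were thus no more than counting error gives. This group lay nearer to the near-empty droplets, at 1.35, than to kept cells, at 1.71. In AFE (d5 -RA), a group of 528 barcodes had 25 features higher and 149 lower, and also lay nearer to the near-empty droplets, at 0.395, than to kept cells, at 0.739.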

How the results depend on the processing

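No paired analysis was made because each group has 1 library among those analysed here. For the same reason no difference between groups comes from a test and no library was left out. The gene list and cell cycle alternatives were not run, as rows have no names, and those without Scrublet doublets were not run, as it called almost no cells. The cause of a change below was not tested unless the limit itself sets it. No log2 ratio of a singled-out feature changed sign in 64 recomputed values, and 4 values of features with counts in both libraries left their counting interval. Ratios of features with 0 counts in a library's kept cells are bounds, so a shift from them is not a change of a measured ratio. The largest shift among the 64 values, 2.07, was of such a bound. Row 13296, for PE against AFE (d5 -RA), went from 12.41 in kept cells to 14.47 over all barcodes. Row 32058, for the same pair, went from -10.39 to -11.02 over all barcodes. Over all barcodes, the features with the largest falls from DE (d2) to AFE (d3) went from -11.58 to -10.86 and from -10.73 to -10.15, the first of them also to -11.81 with median-of-ratios scaling. A feature that fell from AFE (d3) to AFE (d5 -RA) went from -8.34 to -9.24 with a UMI minimum of 15000. A limit of at least 10 CPM in AFE (d3) or in both day 5 libraries removes features raised in 1 day 5 library. With it the lists of higher features went from 231 to 116 in AFE (d5 -RA) and from 203 to 117 in PE. The lists still shared 44, where independent lists would share 1.33. Features higher in both day 5 libraries always pass this limit, so the 44 could not fall. The larger excess over 1.33 is therefore no check on the overlap. The order of the 6 similarities was the same under each alternative. Leaving out the 8% of cells with the most UMIs, an alternative added after seeing the data, kept each count of 4-fold features within 1.5 times.

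The limits set the counts of features higher and lower. With at least 1 CPM they were 394 and 455 for PE against AFE (d5 -RA), 1237 and 756 for AFE (d3) against DE (d2), 503 and 636 for AFE (d5 -RA) against AFE (d3), and 1460 and 1122 for PE against DE (d2). With at least 50 CPM they were 93 and 95, 186 and 198, 100 and 93, and 295 and 271 in the same order. With a fold of at least 2 they were 494 and 498, 1550 and 868, 714 and 738, and 1958 and 1114.

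A UMI minimum of 15000 kept 60.3% of DE (d2), 44.2% of AFE (d3) and 28.2% of AFE (d5 -RA) barcodes with at least 1000 UMIs, and a minimum of 10000 kept 83.6% of DE (d2) and 71.3% of PE.

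With log2(CPM + 10) the Pearson correlation was 0.973 for PE and AFE (d5 -RA), 0.968 for PE and AFE (d3), 0.965 for AFE (d5 -RA) and AFE (d3), 0.942 for AFE (d3) and DE (d2), 0.917 for PE and DE (d2) and 0.913 for AFE (d5 -RA) and DE (d2). Over features with at least 10 CPM in 1 library it was 0.905, 0.883, 0.874, 0.810, 0.716 and 0.700 in that order. Over all barcodes it was 0.956 for AFE (d3) and DE (d2), 0.936 for PE and DE (d2) and 0.932 for AFE (d5 -RA) and DE (d2).

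The number of clusters, 8 in the main run, fell to 5 at resolution 0.2 and to 6 after thinning to 10000 UMIs. It was 7 at resolution 0.3, with random seeds 1 and 3 and without the 8% of cells with the most UMIs. It was 8 with seeds 2 and 4, and 9 at resolution 0.5, with 20 principal components and without regression. The share of DE (d2) cells in clusters led by their library was 99.9% at resolutions 0.2 and 0.5, with random seeds 1 and 4, without regression and after thinning to 10000 UMIs. For AFE (d5 -RA) it was 99.9% at resolutions 0.2 and 0.3, 99.98% at 0.5, with seed 1 and without regression, 99.97% with seed 4, 99.96% after thinning and 99.9% without the 8% of cells with the most UMIs, where PE had 99.6%. Seeds were added after seeing the data.

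The cell to cell correlation at 5000 UMIs was 0.559 in DE (d2), 0.520 in AFE (d3), 0.520 in AFE (d5 -RA) and 0.516 in PE. For features in at least 10% of cells it was 0.603, 0.567, 0.563 and 0.562. With a UMI minimum of 15000 it was 0.629 in DE (d2), 0.606 in AFE (d3) and 0.597 in AFE (d5 -RA).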

Other observations

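Of the tests below, that on row order was chosen after its result was seen, and the 2 alternatives for the response of single cells were added after seeing the data.

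Day 3 had features of its own. In AFE (d3), 55 features were at least 4-fold above DE (d2), AFE (d5 -RA) and PE, and together they took 0.643% of its UMIs, against 0.0471%, 0.0520% and 0.0417% in those libraries. The features at least 4-fold above DE (d2) in all 3 later libraries, with at least 10 CPM in any of these, numbered 400, and their share of UMIs went from 0.202% in DE (d2) to 1.96% in AFE (d3), 3.12% in AFE (d5 -RA) and 3.16% in PE.

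A part of the PE cells might not have responded to retinoic acid, and this hypothesis was tested in single cells. Features 4-fold apart between PE and AFE (d5 -RA), 192 higher and 201 lower, were chosen in a random 0.5 of the cells of each library, and the other cells were scored at 10000 UMIs by the log2 ratio of UMIs in the higher to the lower features. The median ratio was 3.24 in PE, -2.97 in AFE (d5 -RA), 0.02 in AFE (d3) and 0.04 in DE (d2). At or below the 99th percentile of AFE (d5 -RA) cells lay 0 of 3097 PE cells, with an upper exact limit of 0.119%. A share of 1% or more of cells like those of AFE (d5 -RA) was therefore not found among kept cells. The count was also 0 with the 2 sets of cells swapped and at 5000 UMIs. This covers only cells that passed the PE minimum of 15000 UMIs.

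Features 4-fold apart lay next to each other in row order more often than random features of like level. Among the 196 features higher in PE than in AFE (d5 -RA), 10 pairs were in adjacent rows, where 10000 random lists averaged 1.27 and reached 8 at most, and among the 193 lower ones 13 pairs, where random lists averaged 1.26. Rows 13296 and 13297 are 1 of the 10 pairs. All 8 lists of the 4 pairs of libraries were above the 95th percentile of their random lists. Reads shared by overlapping features in adjacent rows are a candidate explanation, and features 3 to 10 rows apart, where overlap is less expected, were above the 95th percentile in 6 of the 8 lists. The excess there was 1.22- to 3.73-fold over random lists, against 2.47- to 10.3-fold in adjacent rows, so shared reads and neighbours that differ together cannot be told apart without the positions of the rows.

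At resolution 0.2, a cluster of 25 cells held 7 DE (d2), 9 AFE (d3), 6 AFE (d5 -RA) and 3 PE cells, with a median of 0.997 times their library's median UMIs.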
